A study of Mus musculus with 4 samples. Its data were reported in "SIRT6 promotes metastasis and relapse in HER2-positive breast cancer" (2023).

How the data were processed

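Mammary tumours were removed from female mice at 20 weeks of age and flash-frozen, and total RNA was sequenced from 4 tumours, 2 of each genotype. Per the labels, controls came from the same matings as the SIRT6-OE animals. According to the study's methods, libraries were made with a stranded total RNA kit after removal of ribosomal RNA and sequenced as paired ends. Per the labels and the methods, the authors aligned reads to mm10 with TopHat and Bowtie2 and counted them per gene with HTSeq. Their versions, the gene annotation and the strand setting of the counting are not given in the sources used here. The deposited values are raw read counts per gene symbol, 1 file per sample, with no normalization. Because the strand setting is not known, genes that overlap on opposite strands could share counts, and genes with near-identical copies are uncertain. Summary lines for unassigned reads were not in the files.

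The 23420 symbols were matched to the GENCODE annotation of GRCm38, the same build as mm10. By symbol 93.0% matched and by an older symbol 5.45%, and the remaining 1.53% have no coordinates or length here. Coordinates are 1-based. RPKM used the summed exon length of that annotation.

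Groups and replicate numbers came from the sample titles. Depth ranged from 21613235 to 30276121 counts per sample. The main test was edgeR 4.0.16 (R 4.3.3), with TMM scaling, genes kept by filterByExpr (a count of about 10 in as many samples as a group has and 15 in total), and the quasi-likelihood F test without a covariate, two-sided, with Benjamini-Hochberg adjustment. It left 13989 genes. A gene was called at an adjusted p of 0.05 or less. The study also used edgeR with TMM but does not name its edgeR test. Its thresholds, a log2 fold change of at least 1 in size and a mean RPKM over 1, were applied as a second count. The SE of a log2 fold change is its size divided by the square root of the F statistic. CPM uses TMM-scaled library sizes. An exact permutation of 2 samples against 2 cannot give a p below 0.333, so no such test was run on single genes.

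Lists of genes were fixed before the data were examined, and 41 of them had a symbol in the files. Of these, 37 had at least 3 tested members and were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, adjusted over these lists, and again with an estimated correlation, with which none was called. Genes were named by a rule fixed at the same time. It names up to 12 called genes per direction or, where fewer than 5 were called, the 5 with the smallest p, the genes the study names for these tumours, called members of a list or the 2 with the smallest p, and the Sirt6 neighbours. Genes outside it are said to be chosen after their values were seen.

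Alternatives fixed at the same time were median-of-ratios and upper-quartile scaling, no low-count filter, a filter of mean CPM over 1, DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, the robust and legacy forms of the quasi-likelihood fit, the replicate number as a block, leaving out each sample, leaving out genes with over 1% of the counts in any sample, an adjusted p of 0.1, CPM in place of RPKM, and fry for the lists. A fit without 1 sample takes the spread from the pair that is left and assumes that the lone sample varies like it. Crossed pairing and the exact and likelihood ratio tests without each sample were added after seeing the data.

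The tests were tested on simulated counts with the real means, library sizes and dispersions of the 13989 genes, with 200 genes changed in each of 5 simulations. The quasi-likelihood test recovered 3.88%, 47.5% and 85.2% of genes changed 2-fold, 4-fold and 16-fold, and 14.9% of its calls were false. The exact test recovered 11.3%, 66.9% and 95.2%, with 31.5% of its calls false, and DESeq2 17.6%, 70.8% and 93.0%, with 40.3% false. False shares were above the nominal 0.05 for each of these tests. No simulated sample was made to stand apart from the others, so recovery and false shares may differ in the real data. Camera called 25 of 25 shifted lists and 0 of 175 others. The simulated genes varied independently, so this does not show how often camera is wrong for lists whose genes move together. In the real data the estimated correlation reached 0.98, for basal and myoepithelial cells. The human HER2 transgene and the H3K9ac data were not used here.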

Results

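Total RNA was sequenced from 4 mammary tumours of mice at 20 weeks of age, 2 from Delta16HER2/SIRT6-OE and 2 from Delta16HER2 animals. Delta16HER2 mice develop mammary tumours because they express a splice variant of human HER2 as a transgene. The Delta16HER2/SIRT6-OE animals additionally carry Sirt6BAC, a transgene that supplies extra Sirt6, which encodes a nuclear deacetylase of histone H3. The comparison asked which transcripts differ when Sirt6 is overexpressed in these tumours. The files held counts for 23420 gene symbols. The total count was 30276121 and 29354571 in SIRT6-OE replicates 1 and 2, and 29652850 and 21613235 in Delta16HER2 replicates 1 and 2. The number of genes with at least 1 count was 16198, 16148, 16203 and 17054 in the same order, so the sample with the lowest total had the most genes detected.

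The 2 SIRT6-OE samples resembled each other more than the 2 Delta16HER2 samples did. Across the 13989 genes tested, log2 CPM correlated at r = 0.979 between the SIRT6-OE samples and at r = 0.889 between the Delta16HER2 samples, where genes are not independent replicates. Delta16HER2 replicate 2 stood apart from the rest. In that sample 823 genes lay over 4-fold above each of the other 3 samples, against 35 genes in Delta16HER2 replicate 1 and 2 and 7 genes in the SIRT6-OE samples. Among genes chosen after their values were seen, the ribosomal RNA gene Rn45s took 3.63% of the counts of Delta16HER2 replicate 2, against 1.21% to 1.47% in the others, and the nuclear RNAs Malat1 and Xist 0.883% and 0.149%, against at most 0.288% and 0.0462%. The labels do not say whether the tumours of a group came from separate animals, so p-values here measure the spread between these samples.

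Sirt6 was higher in both SIRT6-OE tumours. Its level was 33.4 ± 1.28 CPM (SD, n = 2) in SIRT6-OE and 13.1 ± 0.092 CPM (SD, n = 2) in Delta16HER2, a 2.55-fold difference (log2 fold change 1.35 ± 0.21, SE). The single values were 32.5 and 34.3 CPM against 13.2 and 13.1 CPM. Sirt6 lies on chromosome 10 from 81621785 to 81627797 on the minus strand (GRCm38, the same build as mm10). After adjustment over all genes, edgeR's quasi-likelihood test did not call Sirt6 (adjusted p = 0.905), while it did when adjusted over the list alone, as 1 of the 7 sirtuins. Without Delta16HER2 replicate 1 its log2 fold change was 1.40. DESeq2 called Sirt6 over all genes (adjusted p = 0.000239). Among the other sirtuins the log2 fold change was 0.26 for Sirt2, -0.06 for Sirt1, -0.22 for Sirt3, -0.04 for Sirt4, -0.09 for Sirt5 and -0.15 for Sirt7, and none passed. As a list, the sirtuins were not called (adjusted p = 0.23), with a median just below 0 and a mean just above it. Reads counted as mouse Erbb2 were at 622 ± 149 CPM in SIRT6-OE and 491 ± 107 CPM in Delta16HER2 (SD, n = 2), a difference within the spread. The human transgene was not analysed here, and whether some of its reads were counted as mouse Erbb2 was not tested.

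**Figure D1:**
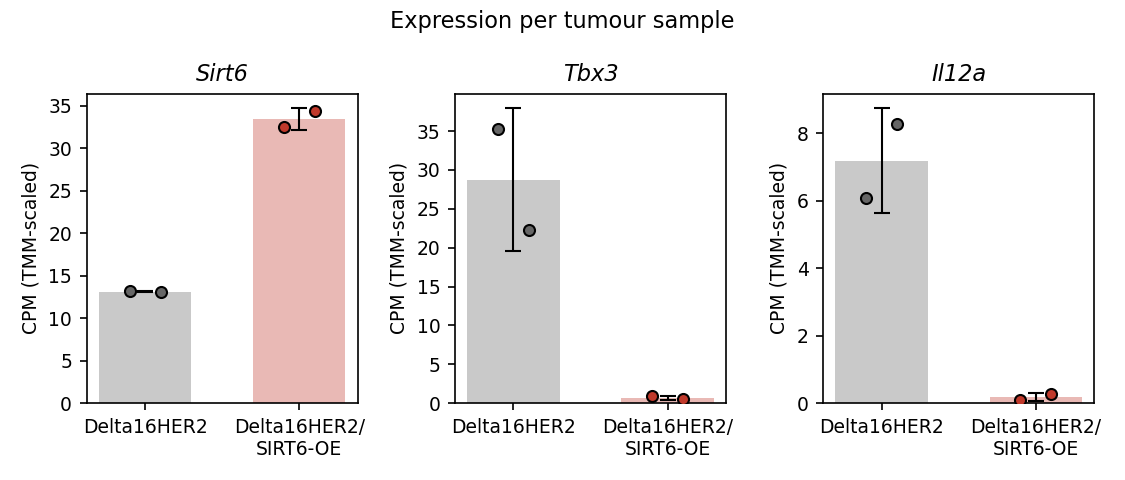
CPM of Sirt6, Tbx3 and Il12a in each tumour sample (points), with the group mean (bars) and SD (whiskers, n = 2 per group). Both SIRT6-OE samples lie above both Delta16HER2 samples for Sirt6 (32.5 and 34.3 against 13.2 and 13.1 CPM), and below them for Tbx3 and Il12a.

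Tbx3 and Il12a were lower in both SIRT6-OE tumours. Tbx3, a T-box transcription factor of mammary gland development, is on chromosome 5 from 119670669 to 119684724. It was at 0.867 and 0.482 CPM in SIRT6-OE and at 35.3 and 22.2 CPM in Delta16HER2 (log2 fold change -5.41 ± 0.49, SE). Over both samples of a group, 39 counts in SIRT6-OE stood against 1566 in Delta16HER2, a ratio of 44.2 with an exact binomial 95% interval of 32.2 to 62.3. Il12a, the gene of a chain of the cytokine interleukin 12, is on chromosome 3 from 68690644 to 68698547. It was at 0.104 and 0.276 CPM in SIRT6-OE and at 6.08 and 8.28 CPM in Delta16HER2 (log2 fold change -5.21 ± 0.63, SE). The SIRT6-OE value rests on 3 and 8 counts, and the ratio of the group totals was 36.9 with a 95% interval of 20.4 to 74.6, which covers counting error only. Neither gene was called by the quasi-likelihood test over all genes (adjusted p = 0.657 for Tbx3 and 0.806 for Il12a). The edgeR exact test called both (adjusted p = 1.80e-11 and 4.24e-05). Over all alternatives the log2 fold change was -5.87 to -4.996 for Tbx3 and -6.03 to -4.65 for Il12a.

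All 8 tested T-box transcription factors had a lower mean in SIRT6-OE, with a median log2 fold change of -1.01, and the list was called (adjusted p = 8.08e-05 by camera with the preset correlation, adjusted p = 0.857 with an estimated correlation). Tbx3 and Tbx15 were lower when adjusted over the list alone. For Tbx15 the Delta16HER2 samples were uneven, at 96.2 and 6.80 CPM against 0.451 and 0.585 CPM in SIRT6-OE. Without Delta16HER2 replicate 2, 5 of 8 T-box genes were lower and the list was still called, with a mean log2 fold change of -1.59 but a median of -0.08. In the interleukin-12 and cytotoxicity list, 8 of 11 tested members had a lower mean and Il12a alone passed over the list alone, while the list was not called (adjusted p = 0.12), except without SIRT6-OE replicate 1 (mean log2 fold change -0.99, adjusted p = 0.0472). The study singled out Tbx3 and Il12a on these samples, so neither list is independent evidence of its direction.

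Across all genes, 0 genes were called at an adjusted p of 0.05 by edgeR's quasi-likelihood test, where the smallest adjusted p was 0.196. At an unadjusted p under 0.05, 583 genes passed, 220 higher and 363 lower in SIRT6-OE, which is 4.17% of those tested. The other tests called more. The exact test called 48 genes, 18 higher and 30 lower, the likelihood ratio test 53 and DESeq2 109. With the study's thresholds of fold change and expression added, these became 0 by quasi-likelihood, 39 by the exact test, 41 by the likelihood ratio test and 85 by DESeq2. The quasi-likelihood count was 1362 without Delta16HER2 replicate 1 and 26 without Delta16HER2 replicate 2, and it stayed at 0 without either SIRT6-OE sample. The exact test gave 6 and 7 genes without SIRT6-OE replicates 1 and 2, and 3111 and 473 without Delta16HER2 replicates 1 and 2. The 2 groups did not overlap in CPM for 4446 of 13989 genes, or 31.8%, where chance gives 33.3%. On simulated data of this size the quasi-likelihood test found 47.5% of genes changed 4-fold, with 14.9% of its calls false. The exact test found 66.9%, with 31.5% of its calls false. Simulated genes varied independently, and no simulated sample stood apart as Delta16HER2 replicate 2 did. These rates may therefore not hold for the real samples.

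The 5 genes with the smallest p in each direction, none of which passed the quasi-likelihood test over all genes, included matrix and signalling genes on the lower side. Ltbp1, which encodes a binding protein that holds latent TGF-beta in the matrix, was at 5.46 ± 0.467 CPM in SIRT6-OE and 77.2 ± 6.59 CPM in Delta16HER2 (SD, n = 2), a log2 fold change of -3.82 ± 0.21 (SE). Eln, which encodes elastin, was at 11.3 ± 0.287 and 132 ± 21.6 CPM (log2 fold change -3.55 ± 0.21). Celsr1, a cadherin of planar cell polarity, was at 2.26 ± 0.062 and 35.8 ± 8.95 CPM (log2 fold change -3.98 ± 0.33). Cpe, the prohormone-processing carboxypeptidase E, was at 7.24 ± 0.038 and 39.3 ± 3.66 CPM (log2 fold change -2.44 ± 0.23), and Tbx3 was the fifth. Ltbp1 and Eln had the lowest adjusted p of all genes (0.196), and the exact test called all 5 genes. The log2 fold change of Ltbp1 was -3.87 without Delta16HER2 replicate 1 and -3.73 without Delta16HER2 replicate 2, and that of Eln -3.34 and -3.71.

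On the higher side, Lao1, an L-amino acid oxidase, was at 193 ± 10.9 CPM in SIRT6-OE and 15.1 ± 6.75 CPM in Delta16HER2 (SD, n = 2), a log2 fold change of 3.67 ± 0.38 (SE). Gldc, which encodes glycine decarboxylase, was at 231 ± 11.8 and 65.6 ± 13.8 CPM (log2 fold change 1.82 ± 0.21). Tc2n was at 403 ± 10.4 and 130 ± 20.9 CPM (log2 fold change 1.63 ± 0.19). Gna11, a G protein alpha subunit, was at 210 ± 8.11 and 87.8 ± 7.35 CPM (log2 fold change 1.26 ± 0.16). Rps16 was at 12.8 and 21.3 CPM in SIRT6-OE and 0.921 and 1.08 CPM in Delta16HER2. This value is uncertain because ribosomal protein genes have near-identical processed copies with which reads could be shared, which was not tested. The adjusted p by quasi-likelihood was 0.783 for Lao1 and 0.806 for the other 4, and the exact test called all 5. The log2 fold change of Gna11 was 1.22 without Delta16HER2 replicate 1, and that of Lao1 was 4.22 without Delta16HER2 replicate 2.

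The genes beside Sirt6 on chromosome 10 were also higher. Ankrd24, the gene next to it, from 81628540 to 81647610, had a log2 fold change of 1.50 ± 0.36 (SE), at 142 and 100.6 CPM in SIRT6-OE and 54.9 and 30.7 CPM in Delta16HER2. Without Delta16HER2 replicate 1 its log2 fold change was 2.02. DESeq2 called it (adjusted p = 0.0344). The other members of the list of Sirt6 neighbours, which was fixed in advance, turned out to lie farther away. Map2k2 and Zbtb7a begin at 81105915 and 81135220, and Ebi3 and Ccdc94 are on chromosome 17. Map2k2 had a log2 fold change of 0.09 ± 0.15 (SE), and the list was not called (adjusted p = 0.246). Chosen after their values were seen, Gna15, Gna11, Aes, Tle2, Tle6, BC025920 and Gm10778 complete a run of 9 neighbouring tested genes with Sirt6 and Ankrd24, from 81502306 to 81667361. Their log2 fold changes lay between 0.93 and 1.65, and all 9 were higher in both SIRT6-OE samples than in both Delta16HER2 samples. The 5 tested genes on either side lay between -0.47 and 0.35. On the left, S1pr4, Celf5 and 2210404O07Rik, taken by position, were at about 1 CPM or less. Without Delta16HER2 replicate 2, S1pr4 and 2210404O07Rik were at 1.72 and 1.61, and Nfic, Celf5 and Ncln at 0.15, 0.55 and 0.30. Gna15, the left end of the run, was at 0.44 without Delta16HER2 replicate 1. The left border of the run is therefore uncertain. Only Gna11 and Aes of the run were called by the exact test, and none by quasi-likelihood.

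**Figure D2:**
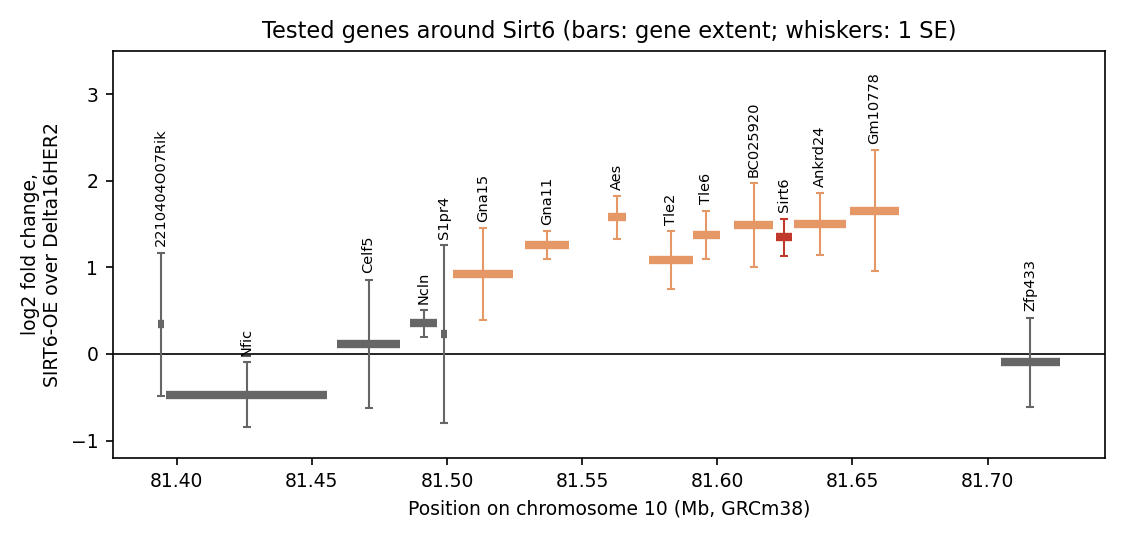
Log2 fold change of SIRT6-OE over Delta16HER2 for tested genes around Sirt6 on chromosome 10 (GRCm38, Mb), with horizontal bars for the extent of each gene and whiskers for 1 SE. Sirt6 (red) and its 8 neighbours in the run (orange) lie between 0.93 and 1.65, and the 5 genes to the left and the nearest gene to the right (grey) lie between -0.47 and 0.35.

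Genes of milk production and alveolar differentiation were higher in SIRT6-OE. Of the 15 genes tested, 14 had a higher mean, with a median log2 fold change of 0.996 (adjusted p = 1.32e-10 by camera, adjusted p = 0.857 with an estimated correlation). Csn1s2b, a casein, was at 20.6 and 11.6 CPM in SIRT6-OE and 1.15 and 3.38 CPM in Delta16HER2, and Btn1a1, the butyrophilin of milk fat globules, was at 989 and 1175 CPM against 54.8 and 257 CPM. No member passed the quasi-likelihood test over the list alone. The median level of the list, as log2(CPM + 0.5), was 8.27 and 7.88 in SIRT6-OE, 5.86 in Delta16HER2 replicate 1 and 8.01 in Delta16HER2 replicate 2, so the list median was low in replicate 1 alone. Csn3, a casein chosen after its values were seen and the only member the exact test called over all genes, was at 6216 and 8118 CPM against 1954 and 2040 CPM, low in both Delta16HER2 samples. The mean log2 fold change of the list was 1.07, against 0.67 without Delta16HER2 replicate 1 (adjusted p = 0.0066) and 2.99 without Delta16HER2 replicate 2.

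A further 4 lists were higher by camera with the preset correlation, and each had an adjusted p of 0.857 with an estimated correlation. Of 79 cytosolic ribosomal protein genes, 67 had a higher mean (median log2 fold change 0.34, adjusted p = 1.28e-09), and Rps16 passed over the list alone. Of 23 genes of G1/S and DNA replication, 20 had a higher mean (median 0.40, adjusted p = 0.0197), Ccnd1 among them at 440 and 655 CPM against 338 and 286 CPM. Ccne1 and Ccne2 had log2 fold changes of 0.40 ± 0.58 and 0.65 ± 0.56 (SE), within the spread. Of 25 nuclear-encoded genes of oxidative phosphorylation, 22 had a higher mean (median 0.13, adjusted p = 0.0351), and of 20 genes of the oxidative stress response, 15 did (median 0.16, adjusted p = 0.0434). None of these 4 lists was called without Delta16HER2 replicate 2, where the mean log2 fold change was 0.09, 0.26, -0.11 and 0.24. The mean of the ribosomal protein genes, 0.35 with all samples, was 1.25 without Delta16HER2 replicate 1 and 0.20 without SIRT6-OE replicate 2, and that of oxidative phosphorylation was 0.42 in place of 0.10 without Delta16HER2 replicate 1. Without SIRT6-OE replicate 1 the mean was 0.54 for G1/S and 0.25 for oxidative stress, against 0.19 and 0.13. G1/S and oxidative stress were also not called without SIRT6-OE replicate 2 (mean -0.29 and -0.01) or without Delta16HER2 replicate 1.

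Markers of stromal, basal and fat cells were lower in SIRT6-OE on average, and in each case the high value was in Delta16HER2 replicate 2. All 16 fibroblast and matrix genes had a lower mean (median log2 fold change -2.63, adjusted p = 4.91e-07), as did all 11 basal and myoepithelial genes (median -3.03, adjusted p = 8.08e-05), all 7 adipocyte genes (median -3.00, adjusted p = 0.0128) and all 16 macrophage genes (median -0.57, adjusted p = 0.0293). Of the genes of epithelial to mesenchymal transition, 18 of 19 had a lower mean (median -1.80, adjusted p = 6.69e-05). With an estimated correlation the adjusted p was 0.857 for each of these 5 lists. Lum, a matrix proteoglycan, was at 0.347 and 0.0689 CPM in SIRT6-OE, 0.559 CPM in Delta16HER2 replicate 1 and 33.9 CPM in replicate 2. Myh11, a smooth muscle myosin of myoepithelium, was at 4.54, 2.38, 3.85 and 203 CPM in the same order, the adipocyte gene Fabp4 at 13.7, 6.44, 6.71 and 462 CPM, and the macrophage receptor Cd163 at 0.59, 0.585, 1.71 and 24.9 CPM. Without Delta16HER2 replicate 2 none of the 5 lists was called lower, and the macrophage list was called in the opposite direction (mean log2 fold change 0.38, adjusted p = 0.00868). The mean was then -0.08 for fibroblasts, 0.34 for basal cells, 0.62 for adipocytes and 0.37 for epithelial to mesenchymal transition. The macrophage list was also not called without SIRT6-OE replicate 2 or without the low-count filter (adjusted p = 0.0509). Without Delta16HER2 replicate 1 the mean was -5.10 for basal cells, -7.68 for adipocytes, -2.97 for epithelial to mesenchymal transition and -1.51 for macrophages, against -3.13, -3.12, -1.95 and -0.92 with all samples, partly over other members. It was -7.06 and -6.98 for adipocytes without SIRT6-OE replicates 1 and 2. Delta16HER2 replicate 2 is also the sample with the highest shares of Rn45s, Malat1 and Xist.

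**Figure D3:**
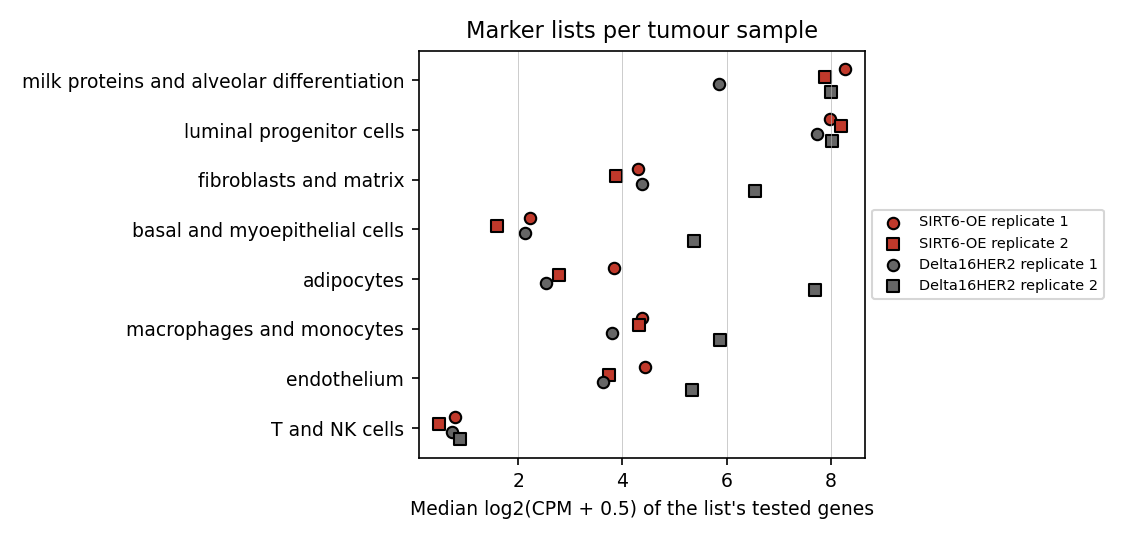
Median log2(CPM + 0.5) of the tested genes of 8 marker lists in each tumour sample, with colours for the group and shapes for the replicate. Delta16HER2 replicate 2 lies apart for fibroblasts, basal cells, adipocytes, macrophages and endothelium (7.70 against 2.53 to 3.83 for adipocytes), and Delta16HER2 replicate 1 for milk proteins.

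Another 4 lists were lower by camera with the preset correlation and had an adjusted p of 0.857 with an estimated one. These were NF-kB targets and inflammatory cytokines (14 of 16 lower, adjusted p = 0.00758), stemness markers (11 of 14 lower, adjusted p = 0.0185), hormone-sensing luminal cells (6 of 8 lower, adjusted p = 0.0344) and senescence and p53 targets (11 of 16 lower, adjusted p = 0.0469). Among the stemness genes, Cd44 was at 69.5 and 57.7 CPM in SIRT6-OE and 107 and 121 CPM in Delta16HER2 (log2 fold change -0.84 ± 0.18, SE) and Notch1 at 156 and 189 against 236 and 313 CPM, while Cd24a had a log2 fold change of 0.33 ± 0.30. Pou5f1 had no count in any sample and Nanog was near 0 in all. Among the senescence genes, Trp53, Cdkn2a and Cdkn1a had log2 fold changes of -0.47 ± 0.41, -0.72 ± 0.72 and -0.66 ± 0.42 (SE). None of these genes passed over the list alone, and none of the 4 lists was called without Delta16HER2 replicate 2 (mean log2 fold change -0.01, -0.05, -0.20 and -0.15). The mean of hormone-sensing cells moved from -1.71 to -4.55 without Delta16HER2 replicate 1 and to -4.09 and -4.28 without SIRT6-OE replicates 1 and 2, over 13 members in place of 8. That of stemness markers moved from -0.75 to -1.49, -1.40 and -1.22 in the same order, and that of NF-kB targets from -0.95 to -1.49 without Delta16HER2 replicate 1. The senescence list was not called when any one sample was left out, or without the low-count filter (adjusted p = 0.133).

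The remaining lists were not called in the planned test, and several calls depended on the setting or on which sample was left out. Of 22 genes of G2/M and mitosis, 20 had a lower mean, by a median of -0.14 (adjusted p = 0.147). This list was called lower without SIRT6-OE replicate 2 (mean -0.50, adjusted p = 3.62e-05) and without Delta16HER2 replicate 2 (mean -0.31, adjusted p = 0.0221). It had a higher mean without SIRT6-OE replicate 1 (0.15, 17 of 22 higher) or Delta16HER2 replicate 1 (0.09), where it was not called. The adjusted p was 0.0574 for endothelium, 0.0641 for lipid synthesis, 0.138 for glycolysis and HIF1 targets, 0.213 for luminal progenitor cells, 0.246 for salivary and lacrimal gland and 0.392 for T and NK cells. It was 0.402 for skin keratinocytes and hair, 0.467 for both DNA repair and the interferon response, 0.476 for dendritic cells, and 0.526 for the p38 pathway, for ERK feedback genes and for pericytes. It was 0.644 for HER2 and growth factor receptor signalling, 0.684 for replication-dependent histones, 0.772 for epithelial junctions and for nerve cells, and 0.89 for skeletal muscle. The median was above 0 and the mean below it for glycolysis, lipid synthesis and luminal progenitor cells, and for epithelial junctions and HER2 signalling both were below 0, while the test of each of these 5 lists pointed up. Mapk14, which encodes p38 alpha, had a log2 fold change of 0.09 ± 0.15 (SE). Interferon response genes split by replicate rather than by group, with list medians of 5.47 and 3.26 in SIRT6-OE and 5.44 and 3.37 in Delta16HER2. This list was called when any one sample was left out, lower without SIRT6-OE replicate 1 or Delta16HER2 replicate 2 (mean -1.004 and -0.41) and higher without SIRT6-OE replicate 2 or Delta16HER2 replicate 1 (mean 0.69 and 1.26). Without Delta16HER2 replicate 2, endothelium (mean 0.50), pericytes (0.63), lipid synthesis (0.53) and luminal progenitor cells (0.53) were called higher, and glycolysis (-0.34) and histones (-0.26) lower. Without Delta16HER2 replicate 1, endothelium (-1.58) and pericytes (-1.78) were called lower, and glycolysis (0.75) and histones (0.40) higher. Without SIRT6-OE replicate 1, endothelium (-1.29) and dendritic cells (-1.10) were called lower, and DNA repair (0.22), lipid synthesis (0.11), glycolysis (0.04) and histones (0.21) higher. Neutrophils, B and plasma cells and erythroid cells had 2 tested members each and mast cells 1, so they were not tested after the low-count filter. Without that filter, mast cells (7 members, adjusted p = 0.0223) were called lower and lipid synthesis (adjusted p = 0.0223) higher. Mast cells, with 6 tested members, were called lower without SIRT6-OE replicate 1, SIRT6-OE replicate 2 or Delta16HER2 replicate 1 (mean -6.11, -6.51 and -6.998). No mitochondrially encoded gene was in the files.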

Values the study reported

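The study reported 17 genes as differentially expressed in the RNA-seq comparison of Delta16HER2/SIRT6-OE with Delta16HER2 tumours, and 97 genes as differentially bound by acetylated H3K9.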

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

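No gene was called by the quasi-likelihood test under either other scaling, either other filter, the robust and legacy fits, the replicate block, without genes that hold over 1% of the counts, or at an adjusted p of 0.1, and the count at the study's thresholds was then also 0. DESeq2, the likelihood ratio test and the exact test called 109, 53 and 48 genes, and 85, 41 and 39 at the study's thresholds. All 48 exact-test genes were among the likelihood ratio calls and 46 among those of DESeq2. Leaving out 1 sample gave 0 to 1362 genes, and 0 to 748 at the study's thresholds. With the exact test, added after seeing the data, the range was 6 to 3111 (6 to 1227 at the thresholds), and with the likelihood ratio test 7, 9, 506 and 3179 (7, 9, 316 and 1236). The high counts were without Delta16HER2 replicate 1, where replicate 2 stands alone for its group. Without Delta16HER2 replicate 2 the exact test called 473 genes, 308 at the thresholds, all 48 of the original calls among them.

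DESeq2 called Sirt6 (log2 fold change 1.35, adjusted p = 0.000239), Tbx3 (-5.41) and Il12a (-5.24), and the exact and likelihood ratio tests called Tbx3 (-5.41, -5.41) and Il12a (-5.21, -5.21) but not Sirt6 (adjusted p = 0.0967 and 0.0847). Over all alternatives adjusted p ran from 0.000239 to 0.9999 for Sirt6, 7.18e-21 to 0.9999 for Tbx3 and 8.07e-08 to 0.9999 for Il12a. Without 1 sample the log2 fold change was 1.33 to 1.41, -5.87 to -4.996 and -6.03 to -4.65.

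With camera, 15 lists were called, 15 under each other scaling and filter (13 of the 15 kept without a low-count filter, which lost macrophages and senescence), and 16 with the replicate block, which added the interferon response (mean 0.15, adjusted p = 0.0438) and salivary gland (adjusted p = 0.0367) and lost oxidative stress (adjusted p = 0.0619). Without a low-count filter lipid synthesis and mast cells were added. With an estimated correlation 0 were called, and with fry 0. Without 1 sample 11 to 23 were called. The T-box and milk lists were called in the same direction without any one sample, and only these 2 of the 15 were kept without Delta16HER2 replicate 2. Mean log2 fold changes without 1 sample ranged from -2.97 to 0.37 for epithelial to mesenchymal transition, -5.10 to 0.34 for basal cells, -1.51 to 0.38 for macrophages, -7.68 to 0.62 for adipocytes, -1.49 to -0.007 for NF-kB targets, -0.11 to 0.42 for oxidative phosphorylation and -0.29 to 0.54 for G1/S. The genes tested changed with the sample left out, so these ends can average different members: for adipocytes 13 genes without Delta16HER2 replicate 1 and 7 without replicate 2, as with all samples. Uncalled genes also changed sign: Sirt1 (-0.12 to 0.053), Sirt3 (-0.70 to 0.54), Sirt4 (-0.23 to 0.23), Sirt5 (-0.38 to 0.32), Sirt7 (-0.33 to 0.11), Ccne1 (-0.45 to 0.95), Ccne2 (-0.19 to 1.20), Trp53 (-0.86 to 0.13) and Cdkn2a (-1.26 to 0.11). Apart from the fewer samples, the cause was not tested.

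Deviations of same-numbered samples from their group means correlated at r = -0.105 across genes, with 2 pairs, so the genes as a whole showed no pairing by replicate number. Pairing cannot be excluded with so few samples, of which Delta16HER2 replicate 2 stands apart. Interferon response genes did split by replicate number. With the replicate block 0 genes were called, and with the crossed pairing, chosen after seeing the data, also 0. Depth limits the fold change of Il12a, with 11 counts over both SIRT6-OE samples.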

Other observations

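The tests of explanations and of added gene lists in this part were chosen after the results were seen, while the counts at the study's thresholds were planned, and the genes named in it were chosen after their values were seen, apart from Sirt6. Of 21 genes of a list of endoplasmic reticulum chaperones and quality control drawn up after Sdf2l1, Derl3 and Manf had been seen among the higher genes, 17, the 3 included, were higher in both SIRT6-OE samples than in both Delta16HER2 samples and none was lower in both. Derl3, part of the machinery that removes misfolded proteins, was at 46.1 and 43.4 CPM in SIRT6-OE and 15.1 and 17.6 CPM in Delta16HER2. Hspa5, the main chaperone of this compartment, was at 1297 and 1597 against 872 and 730 CPM, and Manf at 140 and 209 against 70.2 and 79.2 CPM. The hypothesis that the group as a whole was higher was tested on the 18 members other than the 3 that prompted it. Their mean log2 fold change was 0.45 and 15 of 18 were above 0 (camera p = 3.88e-12 with the preset correlation, p = 0.0921 with an estimated one), so the group effect stays open. The full list had a mean of 0.56 without Delta16HER2 replicate 2 and 0.64 without Delta16HER2 replicate 1.

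Cyr61 and Ptpn14, both targets of the YAP and TAZ co-activators, were lower in SIRT6-OE, at 43.5 and 37.6 against 84.6 and 105 CPM and at 36.0 and 23.3 against 105 and 185 CPM. The hypothesis that such targets were lower as a group was tested on the 20 other tested genes of a list, of which 17 had a lower mean (mean log2 fold change -1.34, camera p = 1.00e-06 with the preset correlation, p = 0.265 with an estimated one). With the 2 genes included, the mean was -1.38, and without Delta16HER2 replicate 2 it was -0.26 with 12 of 22 lower (camera p = 0.0161 with the preset correlation). The mean was thus much smaller without that sample, and the group effect stays open. Fign, a microtubule-severing enzyme, had 0 counts in both SIRT6-OE samples and 156 and 64 counts in the Delta16HER2 samples. With 3 counts over the group as the limit, Fign was at least 80.7-fold lower, a limit that covers counting error only.

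The genes around Sirt6 were higher together, in a run of 9 tested neighbours over 165 kb of chromosome 10. Of 13697 other runs of 9 neighbouring tested genes, 0 had a lowest log2 fold change as high, the highest being 0.21 against 0.93. By mean the gap was narrower, 1.36 against 1.16 for the highest other run, which holds the casein gene Csn3. The run was drawn outward from Sirt6 by fold change, which set its length and its lowest value. These comparisons therefore cannot exclude a chance run. Delta16HER2 replicate 2 alone is argued against, because the run's mean was 1.58 without it and 1.36 with it. A candidate explanation is that the Sirt6 transgene carries the whole segment in extra copies. The median log2 fold change of its 8 neighbours was 1.43, but the run was drawn around Sirt6 by fold change, so this value cannot decide. Extra copies stay open, as does a strain segment linked to the transgene, which counts cannot test. The higher Gna11 and Aes, both called by the exact test, can therefore not be read as responses to SIRT6.

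Delta16HER2 replicate 2 stood apart in 823 genes, and lower sequencing depth is argued against, since this sample had the most genes with a count, 17054. Endothelium markers were 1.38 above the other 3 samples on the log2 scale (median of 14) and adipocyte markers 5.70 (median of 13), with quartiles that did not overlap. All 14 endothelium markers were above 1 CPM on average in the other samples, while most adipocyte markers passed the expression filter only through this sample. The contrast therefore cannot decide whether a lower share of tumour cells, with all other types alike, accounts for the difference. RNA of other cell types may be present in this sample: 8 of 14 cell-type lists had a median over 1 above the mean of the other samples, led by adipocytes, basal cells, hormone-sensing luminal cells and fibroblasts. Adipoq was at 102 CPM and Krt5 at 114 CPM there, with 0 in each of the others, and 4 of the 13 adipocyte and 9 of the 13 basal markers were above 1 CPM on average in the other samples. Whether such cells belonged to the tumour or to gland around it was not tested, and a difference in RNA quality or in the share of nuclear RNA stays open, as Rn45s, Malat1 and Xist were highest in this sample.

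The 30 genes that the exact test called lower in SIRT6-OE were high in both Delta16HER2 samples. Markers of fibroblasts and basal cells were not raised in Delta16HER2 replicate 1, where 31 of them lay a median of -0.10 from the SIRT6-OE mean on the log2 scale. Of these, 11 of 18 fibroblast and 9 of 13 basal markers were above 1 CPM on average outside Delta16HER2 replicate 2. The 30 genes lay 2.30 above the SIRT6-OE mean, but they were chosen for being higher in Delta16HER2. The contrast with the markers therefore cannot decide whether such cells account for the 30 genes. The effect of Sirt6 itself stays open as untested, and the 4 samples make only 3 splits into pairs, too few for a share under 0.05. The real split gave 48 genes by the exact test, as 1 of 3 splits did, and the highest other gave 24. For lists, 3 of 3 splits gave 15 or more, and the highest other gave 19.

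No gene passed the quasi-likelihood test at the study's thresholds, and 39 did by the exact test. The first count is lower and the second is higher than the count of differentially expressed genes quoted from the study above.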
